# mTORC1 activation is not sufficient to suppress hepatic PPARα signaling or ketogenesis

**DOI:** 10.1016/j.jbc.2021.100884

**Published:** 2021-06-17

**Authors:** Ebru S. Selen, Michael J. Wolfgang

**Keywords:** metabolism, fatty acid oxidation, carnitine palmitoyltransferase 2 (Cpt2), peroxisome proliferator-activated receptor alpha (PPARα), mTOR, ketogenesis, β-hydroxybutyrate (βHB), βHB, beta hydroxybutyrate, Cpt2^L−/−^, liver-specific deletion of carnitine palmitoyltransferase 2, DKO, double-KO, mTOR, mechanistic target of rapamycin, PCA, principal component analysis, PPARα, peroxisome proliferator-activated receptor alpha, TGs, triglycerides, TSC, tuberous sclerosis complex, TSC1^L−/−^, liver-specific deletion of TSC1

## Abstract

The mechanistic target of rapamycin (mTOR) is often referred to as a master regulator of the cellular metabolism that can integrate the growth factor and nutrient signaling. Fasting suppresses hepatic mTORC1 activity *via* the activity of the tuberous sclerosis complex (TSC), a negative regulator of mTORC1, to suppress anabolic metabolism. The loss of TSC1 in the liver locks the liver in a constitutively anabolic state even during fasting, which was suggested to regulate peroxisome proliferator-activated receptor alpha (PPARα) signaling and ketogenesis, but the molecular determinants of this regulation are unknown. Here, we examined if the activation of the mTORC1 complex in mice by the liver-specific deletion of TSC1 (TSC1^L−/−^) is sufficient to suppress PPARα signaling and therefore ketogenesis in the fasted state. We found that the activation of mTORC1 in the fasted state is not sufficient to repress PPARα-responsive genes or ketogenesis. Furthermore, we examined whether the activation of the anabolic program mediated by mTORC1 complex activation in the fasted state could suppress the robust catabolic programming and enhanced PPARα transcriptional response of mice with a liver-specific defect in mitochondrial long-chain fatty acid oxidation using carnitine palmitoyltransferase 2 (Cpt2^L−/−^) mice. We generated Cpt2^L−/−^; Tsc1^L−/−^ double-KO mice and showed that the activation of mTORC1 by deletion of TSC1 could not suppress the catabolic PPARα-mediated phenotype of Cpt2^L−/−^ mice. These data demonstrate that the activation of mTORC1 by the deletion of TSC1 is not sufficient to suppress a PPARα transcriptional program or ketogenesis after fasting.

The mechanistic target of rapamycin (mTOR) signaling pathway is often referred to as a master regulator of the cellular metabolism (1). mTOR exists in two independent complexes, mTorc1 and mTorc2. The activation of mTorc1 signaling by nutrients and/or growth factor signaling promotes the biosynthesis of macromolecules such as proteins and lipids required for cellular growth. As such, mTorc1 is a strong inducer of anabolic metabolism. In mammals, the switch from the fed state to the fasted state requires the suppression of mTorc1 signaling mediated by the tuberous sclerosis complex (TSC) consisting of Tsc1 and Tsc2. The TSC is a negative regulator of mTorc1 as it is a GTPase-activating protein complex for the small GTPase Ras homolog enriched in brain. Ras homolog enriched in brain directly binds to and activates mTorc1. Mutations in the TSC cause constitutive mTorc1 activity, anabolic cellular programing, and a rare genetic disease, resulting in tumor formation in multiple organ systems. Consequently, the loss of Tsc1 in the liver results in the age-dependent development of hepatocellular tumors (2). It has also been reported that the suppression of the mTorc1 complex by Tsc1 is important for the switch from anabolic to catabolic metabolism in the liver upon fasting. As such, the loss of Tsc1 and therefore inappropriate activation of the mTorc1 complex in the fasted state was shown to suppress peroxisome proliferator-activated receptor alpha (Pparα) transcriptional activity and therefore prevent hepatic ketogenesis (3).

Hepatic ketogenesis is an important adaptation during starvation (4). Upon fasting but after the depletion of hepatic glycogen, the liver produces glucose *de novo*. This gluconeogenesis is accompanied by the generation of ketone bodies from acetyl-CoA generated from abundant mitochondrial fatty acid β-oxidation (5). Ketogenesis serves two main purposes. First, it is an important mechanism to regenerate coenzyme A by utilizing acetyl units to generate the ketone bodies (acetone, acetoacetate, and beta hydroxybutyrate [βHB]). This enables the continuous oxidation of fatty acids without the need to fully oxidize acetyl-CoA in the tricarboxylic acid cycle and therefore sequestering CoA (6). Second, they serve as alternative oxidative substrates such that some tissues such as the brain can become less dependent on glucose oxidation (7, 8). The transcriptional shift in the liver to facilitate ketogenesis is largely mediated by Pparα.

Pparα is a nuclear hormone receptor that is activated by lipid ligands in the liver during fasting. Pparα drives the expression of genes in ketogenesis and fatty acid oxidation. The loss of hepatic fatty acid oxidation genes results in an increased expression of hepatic fatty acid catabolic gene expression as the mice attempt to compensate for a defect in the pathway (9, 10). The liver-specific deletion of carnitine palmitoyltransferase 2 (Cpt2^L−/−^) mice, an obligate enzyme in mitochondrial long-chain fatty acid β-oxidation, results in a robust increase in a procatabolic fasting-induced Pparα transcriptional program (5, 11, 12). This is likely mediated by the increased availability of lipids that can ligand and induce Pparα-dependent transcription. As mTorc1 is an inducer of an anabolic program and putative master regulator of cellular metabolism, we asked if the activation of mTorc1 by the deletion of its negative regulator Tsc1 could suppress the catabolic programing of Cpt2^L−/−^ mice in the fasted state.

Here, we examined if the activation of the mTorc1 complex by the deletion of Tsc1 in the liver was sufficient to suppress Pparα signaling and therefore ketogenesis in the fasted state. We found that although the activation of mTorc1 in the fasted state had a modest impact on Pparα-responsive genes, it was not sufficient to suppress ketogenesis. Furthermore, we examined if the activation of the anabolic program mediated by the activation of the mTorc1 complex in the fasted state could suppress the robust catabolic programing and enhanced Pparα transcriptional response of Cpt2^L−/−^ mice. Therefore, we generated liver-specific Cpt2^L−/−^; Tsc1^L−/−^ double-KO (DKO) mice and show that the activation of mTorc1 by the deletion of Tsc1 could not suppress the catabolic phenotype of Cpt2^L−/−^ mice. These data demonstrate that the activation of mTorc1 by the deletion of Tsc1 is not sufficient to suppress a Pparα transcriptional program or ketogenesis after a fast.

## Results

### Generation of mice with a combined liver-specific loss of fatty acid oxidation and activation of mTorc1

Previously, we showed that the loss of hepatic fatty acid oxidation in the Cpt2^L−/−^ mice resulted in a robust increase in a procatabolic fasting-induced Pparα-dependent transcriptional program (5, 11, 12). Alternatively, it has been previously reported that activating mTorc1 signaling in the liver by removing its negative regulator Tsc1 (Tsc1^L−/−^ mice) was required for fasting-induced Pparα signaling and ketogenesis (3). Therefore, we examined whether activating mTorc1 and clamping the fasted liver in an mTorc1-dependent anabolic state could inhibit the dramatic Pparα transcriptional response seen in mice with defective hepatic fatty acid oxidation (Cpt2^L−/−^ mice). To accomplish this, we generated mice with liver-specific KOs of Cpt2, Tsc1 and Cpt2;Tsc1 DKO mice. First, we confirmed the loss of Cpt2 and Tsc1 in their respective models by Western blotting (Fig. 1*A*). Surprisingly, the loss of Tsc1 was associated with a marked increase in Cpt2 protein, further suggesting an interaction between the two pathways. To investigate the activation of the mTorc1 pathway by the loss of Tsc1, we examined the phosphorylation of canonical mTorc1 targets such as RPS6 and 4EBP-1. These targets are phosphorylated in fed livers by the mTorc1 complex and dephosphorylated in fasted livers. The loss of Tsc1 removes the negative regulation on mTorc1 and maintains RPS6 and 4EBP-1 phosphorylation even within the fasted state, as seen in both Tsc1^L−/−^ and DKO livers (Fig. 1*A*). In addition, asparagine synthetase, a target of mTorc1-mediated activation of ATF4, is induced in the livers of Tsc1^L−/−^ and DKO mice.

**Figure 1:**
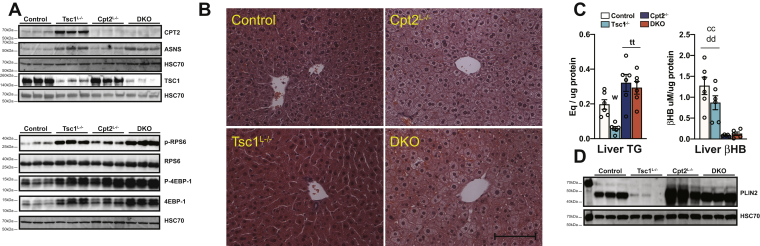
**Generation and characterization of mice with liver-specific single- and double-KOs of Cpt2 and Tsc1.***A*, Western blot for Cpt2, Tsc1, Hsc70, and mTOR’s downstream substrates in fasted liver extracts from control, Tsc1^L−/−^ (Tsc1), Cpt2^L−/−^ (Cpt2), and Tsc1Cpt2^L−/−^ (DKO) mice (n = 3). *B*, hematoxylin and eosin staining of livers from control, Tsc1^L−/−^, Cpt2^L−/−^ and Tsc1Cpt2^L−/−^ mice. The scale bar represents 100 μM. *C*, liver triglyceride and beta hydroxybutyrate (βHB) content of fasted control, Tsc1^L−/−^, Cpt2^L−/−^, and Tsc1Cpt2^L−/−^ mice (n = 6). *D*, Western blot for Plin2 and Hsc70 in fasted liver extracts of control, Tsc1^L−/−^, Cpt2^L−/−^, and Tsc1Cpt2^L−/−^ mice. One-way ANOVA followed by Tukey’s multiple comparison test was performed where appropriate to detect significance between genotypes. The *single letter* denotes *p* < 0.05, and *double letters* denote *p* < 0.01. Letters w (for control), t (for Tsc1), c (for Cpt2), and d (for DKO) represent significance between the genotypes. Data are represented as the mean ± SEM. Cpt2^L−/−^, liver-specific deletion of carnitine palmitoyltransferase 2; DKO, double-KO; TSC1^L−/−^, liver-specific deletion of TSC1.

The loss of Cpt2 and Tsc1 has seemingly opposite effects on hepatic triglyceride content. The loss of Cpt2 and therefore fatty acid oxidation results in an increase in fasting-induced hepatic triglyceride accumulation (5). The loss of Tsc1 results in livers with a decrease in hepatic triglyceride accumulation (13, 14). Consistent with these known roles, fasting resulted in pale lipid-laden livers in Cpt2^L−/−^ mice and dark red lipid-poor livers in Tsc1^L−/−^ mice. However, DKO livers were pale and lipid laden, suggesting that the loss of Tsc1 was not able to suppress triglyceride accumulation in Cpt2^L−/−^ mice (Fig. 1*B*). Quantification of liver triglycerides (TGs) showed the same pattern of suppression of TGs in Tsc1^L−/−^ and increases in Cpt2^L−/−^ and DKO mice (Fig. 1*C*). We also measured the concentration of fasting liver βHB by LC/MS, and contrary to previous reports (3, 15), Tsc1^L−/−^ liver had an equal concentrations of βHB to control livers, whereas Cpt2^L−/−^ and DKO liver exhibited a marked reduction (Fig. 1*C*). In addition, we performed Western blotting for Plin2, a lipid droplet protein that is stabilized by association with lipid droplets. Consistent with the liver histology and TG concentration, Plin2 was suppressed in Tsc1^L−/−^ mice and induced in Cpt2^L−/−^ and DKO mice (Fig. 1*D*). These results are consistent with the known roles of Tsc1 and Cpt2 in the fasted liver and demonstrate the generation of a novel mouse model of activated hepatic mTorc1 signaling in the setting of impaired hepatic fatty acid catabolism.

### Activating mTorc1 is not sufficient to suppress fasting-induced ketogenesis

To understand the effect of activating hepatic mTorc1 in a model of enhanced Pparα signaling, we phenotyped control, Cpt2^L−/−^, Tsc1^L−/−^, and DKO mice in the fed and 24-h-fasted state. The loss of Cpt2, Tsc1, or both did not have an effect on the body weights of 9-week-old male mice (Fig. 2*A*). Although the loss of these genes had no effect on fasting blood glucose concentrations, DKO mice exhibited increased circulating NEFA and TGs as expected (Fig. 2*C*). It has been previously reported that mice with a liver-specific loss of Tsc1 exhibit suppressed ketone body production using the identical KO strategy used here (3). Therefore, we were surprised to see that the loss of Tsc1 had no effect on the generation of serum βHB in the fed or the fasted state in comparison with control mice. Cpt2^L−/−^ and DKO exhibited a marked suppression of serum βHB because of their inability to oxidize fatty acids in the liver (Fig. 2*C*). Liver weight increased in the KO mice as expected with fasted DKO mice having enlarged livers without effecting adiposity (Fig. 2*D*). To further understand the role of Tsc1 in the generation of ketone bodies, we directly profiled the livers of control, Cpt2^L−/−^, Tsc1^L−/−^, and DKO mice in the fasted state by ^1^H-NMR metabolomics. Again, the Tsc1^L−/−^ livers exhibited no change in the βHB concentration, whereas Cpt2^L−/−^ and DKO mice had a marked suppression of βHB (Fig. 3*A*). Other metabolites profiled were not consistently altered by the absence of Tsc1 save the amino acid lysine which was significantly suppressed in the DKO (Fig. 3*B*). These data show that the activation of mTorc1 is not sufficient to suppress hepatic ketogenesis.

**Figure 2:**
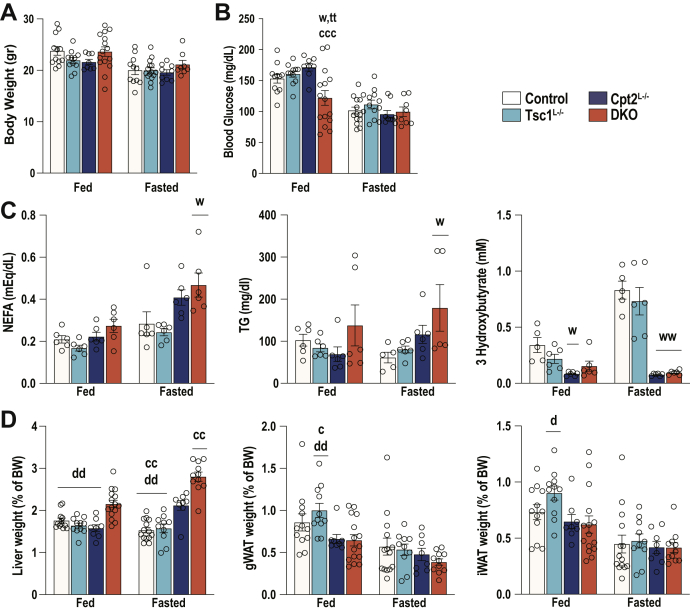
**Physiological profiling of fed and 24-h-fasted mice with liver-specific single and double KOs of Cpt2 and Tsc1.***A*, body weights of male mice under chow diet (n = 8–15). *B*, blood glucose levels of male mice measured at the time of sacrifice (n = 8–15). *C*, serum metabolites of male mice (n = 5–6). *D*, weights of the liver and gonadal white adipose (gWAT) and inguinal white adipose (iWAT) tissues, represented as the percentage of the body weight in male mice (n = 8–15). One-way ANOVA followed by Tukey’s multiple comparison test was performed where appropriate to detect significance between genotypes. The *single letter* denotes *p* < 0.05, and *double letters* denote *p* < 0.01. Letters w (for control), t (for Tsc1), c (for Cpt2), and d (for DKO) represent significance between the genotypes. Data are represented as the mean ± SEM. Cpt2, carnitine palmitoyltransferase 2; DKO, double-KO; Tsc1, tuberous sclerosis complex 1.

**Figure 3:**
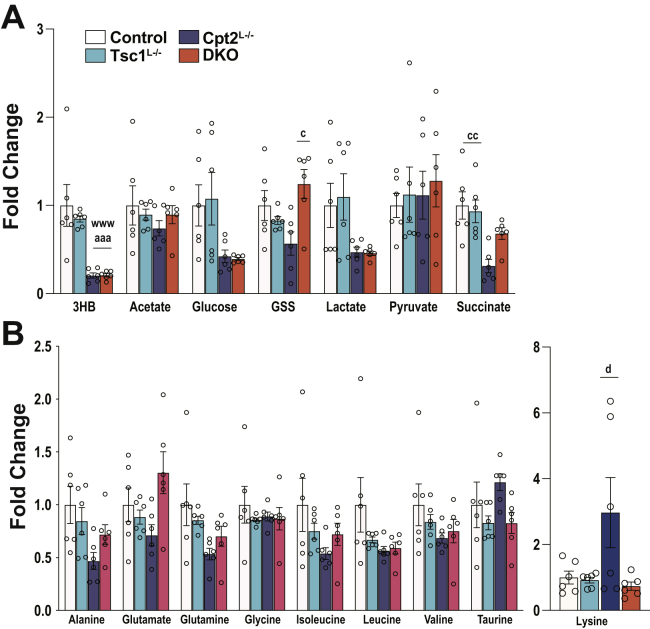
**NMR metabolomics of liver reveals a requirement for fatty acid oxidation but not mTorc1 in ketogenesis.***A*, fold differences of energy metabolism intermediates in control, Tsc1^L−/−^, Cpt2^L−/−^, and Tsc1Cpt2^L−/−^ livers (n = 6). *B*, fold differences of physiological amino acids in control, Tsc1^L−/−^, Cpt2^L−/−^, and Tsc1Cpt2^L−/−^ livers (n = 6). One-way ANOVA followed by Tukey’s multiple comparison test was performed where appropriate to detect significance between genotypes. The *single letter* denotes *p* < 0.05, and *double letters* denote *p* < 0.01. Letters w (for control), t (for Tsc1), c (for Cpt2), and d (for DKO) represent significance between the genotypes. Data are represented as the mean ± SEM. Cpt2^L−/−^, liver-specific deletion of carnitine palmitoyltransferase 2; DKO, double-KO; TSC1^L−/−^, liver-specific deletion of TSC1.

To expand upon the metabolites profiled in by ^1^H-NMR, we used unbiased discovery-based metabolomics to profile the liver metabolome of control, Cpt2^L−/−^, Tsc1^L−/−^, and DKO mice in the fasted state. Principal component analysis (PCA) demonstrated that Tsc1^L−/−^ and control mice clustered and Cpt2^L−/−^ and DKO mice clustered (Fig. 4*A*). Again, utilizing a fourth independent measure, Tsc1^L−/−^ livers did not exhibit a suppression in βHB, whereas Cpt2^L−/−^ and DKO mice had a marked suppression in liver βHB (Fig. 4*B*). Consistent with the PCA, loss of Cpt2 dominated the metabolic changes in DKO mice (Fig. 4, *B*–*D*). The ^1^H-NMR analysis of DKO livers demonstrated a Tsc1-dependent suppression of lysine in Cpt2^L−/−^ mice. Consistent with these data, unbiased metabolomics demonstrated a suppression in lysine catabolic products such as 2-oxoadipate, glutarylcarnitine, and 2-aminoadipate in the DKO liver (Fig. 4*D*). These data confirm that Tsc1^L−/−^ mice do not have an inherent defect in ketogenesis and have limited ability to suppress the catabolic phenotype of Cpt2^L−/−^ mice.

**Figure 4:**
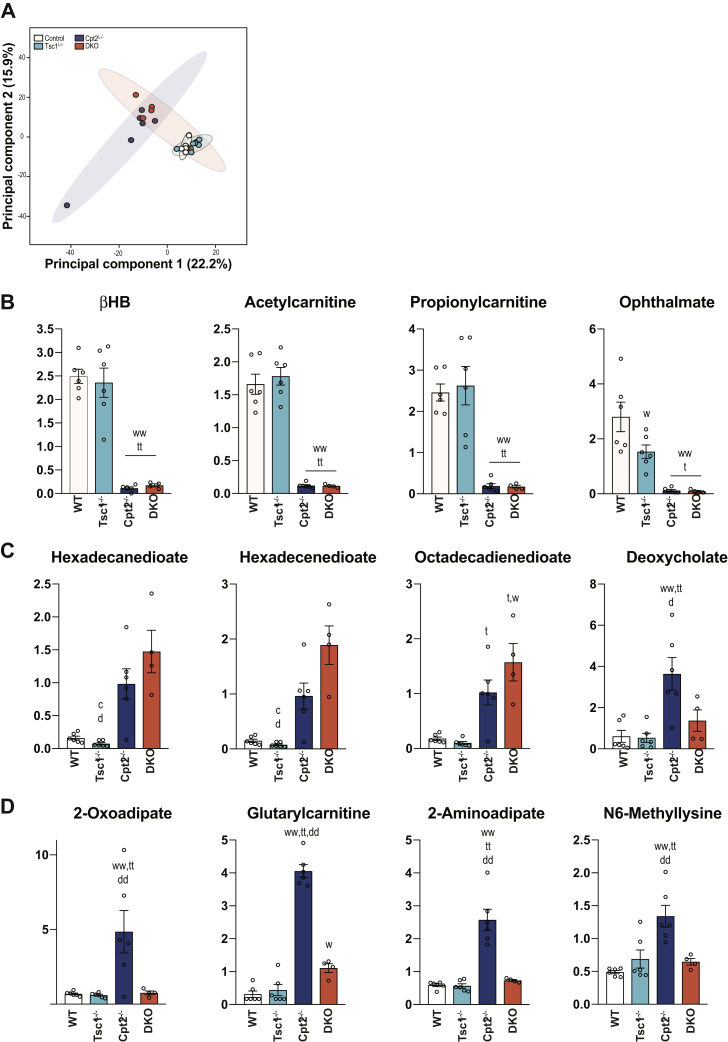
**Global unbiased metabolome profiling of fasted mice demonstrates unique contributions of fatty acid oxidation and mTorc1.***A*, principal component analysis of liver metabolome data (n = 6). *B* and *C*, metabolite levels that are dominated by loss of Cpt2 in the livers (n = 6). *D*, metabolite levels that are dominated by loss of Tsc1 in the livers (n = 6). One-way ANOVA followed by Tukey’s multiple comparison test was performed where appropriate to detect significance between genotypes. The *single letter* denotes *p* < 0.05, and *double letters* denotes *p* < 0.01. Letters w (for control), t (for Tsc1), c (for Cpt2), and d (for DKO) represent significance between the genotypes. Data are represented as the mean ± SEM. Cpt2, carnitine palmitoyltransferase 2; DKO, double-KO; Tsc1, tuberous sclerosis complex 1.

### Activating mTorc1 is not sufficient to suppress fasting-induced Pparα signaling

Previously, it had been suggested that Tsc1^L−/−^ mice exhibited defective ketogenesis because of suppression of Pparα signaling by the activated mTorc1 complex (3). To understand the effect of activating hepatic mTorc1 in a model of enhanced Pparα signaling, we performed RNA-seq on control, Cpt2^L−/−^, Tsc1^L−/−^, and DKO mice after a 24-h fast. 

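Liver RNA from male control, Tsc1 L-/-, Cpt2 L-/- and DKO mice, 8 to 10 weeks of age, was sequenced as single 75-base reads, with 4 libraries per genotype. The authors deposited the number of reads counted on each of 35275 genes, without normalization, and an FPKM table. Each FPKM value equaled the count scaled by gene length and by the total count of its library, so both tables carry the same information. For the alignment, counting and differential expression, the paper's text refers to an earlier study. Total counts per library were 17066401 to 18657651 in control livers, 14763846 to 17501550 in Tsc1 L-/- livers, 15974454 to 18461578 in Cpt2 L-/- livers and 14868666 to 18007139 in DKO livers. The counts were normalized with the TMM method of edgeR, and 13641 genes passed its filter on low counts. These genes were compared in one fit of the 16 libraries with the quasi-likelihood test of edgeR and Benjamini-Hochberg adjustment, and genes with an adjusted p-value under 0.05 were taken as differentially expressed.
The deleted genes were examined first. Tsc1 (ENSMUSG00000026812), on chromosome 2 from 28641228 to 28691167 in GRCm38, was at 38.1 ± 1.39 CPM, counts scaled to library size by edgeR (SD, n = 4), in control livers and 24.4 ± 4.49 CPM (SD, n = 4) in Tsc1 L-/- livers. This was a log2 fold change of −0.65 (standard error 0.13, edgeR adjusted p = 0.00491). Tsc1 was at 16.6 ± 1.22 CPM in DKO livers and 48.1 ± 5.73 CPM in Cpt2 L-/- livers (log2 fold change −1.52, edgeR adjusted p = 1.1e-06). Cpt2 (ENSMUSG00000028607), on chromosome 4 from 107903981 to 107923610, was at 97.6 ± 6.84 CPM in control, 139 ± 26.2 CPM in Tsc1 L-/-, 92.3 ± 10.1 CPM in Cpt2 L-/- and 96.9 ± 17.6 CPM in DKO livers. The log2 fold change of Cpt2 between the libraries labelled Cpt2 L-/- and control was −0.11 (standard error 0.14, edgeR adjusted p = 0.605). Between DKO and Tsc1 L-/- livers it was −0.53 (standard error 0.14, edgeR adjusted p = 0.00819), a call that was lost when the 8 other libraries of the series were added to the fit (edgeR adjusted p = 0.24). The log2 fold change was then −0.54. The added libraries include Cpt2 Ppara KO replicate 1, which stood far from its group in Cpt2 (126 CPM, against 31.7 to 39.1 CPM). Counts per gene do not resolve the loss of single exons, so Cpt2 counts do not check the label of the 4 Cpt2 L-/- libraries. These 4 libraries also differed from the other 12 in 5 genes, Cd1d2, Rps3a3, Hist1h2bq, Hist1h2al and Gm6472, that were near 0 in them and present in control, Tsc1 L-/- and DKO livers. Cd1d2, Rps3a3 and Gm6472 were chosen after their values were seen.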

Similar to the analysis of the metabolomic data, PCA demonstrated that Tsc1^L−/−^ and control mice clustered more closely together and Cpt2^L−/−^ and DKO mice clustered more closely together (Fig. 5*A*). 

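The principal components were computed from log2 CPM of the 13641 genes, centered and not scaled. The first component held 37.8% of the variance and the second 16.7%. On the first component, control and Tsc1 L-/- livers lay between −60.5 and −30.7, and Cpt2 L-/- and DKO livers between 32.3 and 49.6. The second component separated the livers by Tsc1, with control and Cpt2 L-/- livers between 16.7 and 41.8 and Tsc1 L-/- and DKO livers between −39.9 and −21.1. Cpt2 status accounted for 36.6% of the variance and Tsc1 status for 16.1% (exact permutation tests within the other status, one-sided, p = 0.00041 for each, the smallest that the 4900 arrangements allow). The mean Euclidean distance between libraries was 89.0 from control to Tsc1 L-/- and 89.4 from Cpt2 L-/- to DKO. It was 106 from control to Cpt2 L-/-, 110 from Tsc1 L-/- to DKO and 115 from control to DKO, and within a genotype it was between 63.8 and 80.3. The share of the first component moved most when only the 500 most variable genes were used, to 47.7%.
Between Tsc1 L-/- and control livers, 906 genes were differentially expressed (568 higher and 338 lower). There were 4235 between the libraries labelled Cpt2 L-/- and control (2209 higher and 2026 lower), and 4972 between DKO and control (2638 higher and 2334 lower). A required absolute log2 fold change of at least 1 moved these counts most, to 368, 1457 and 1920 genes. Without control replicate 3, 583 genes were differentially expressed between Tsc1 L-/- and control livers.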

Pathway analysis demonstrated that Cpt2^L−/−^ mice exhibited enhanced Pparα signaling, whereas Tsc1^L−/−^ mice exhibited suppressed Pparα signaling by the Kyoto Encyclopedia of Genes and Genome pathway analysis (Fig. 5*B*). However, the loss of Tsc1 on the Cpt2^L−/−^ background was not sufficient to suppress Pparα signaling. 

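The PPAR signaling pathway was represented by 82 genes, listed from general knowledge of the Kyoto Encyclopedia of Genes and Genome pathway because the database itself was not at hand. Of these, 68 were tested. Their median log2 fold change was 0.29 between the libraries labelled Cpt2 L-/- and control, with 43 of 68 genes above 0, and −0.25 between Tsc1 L-/- and control livers, with 50 of 68 genes below 0. In the camera test with an inter-gene correlation of 0.01, the adjusted p-values over 10 pathway lists were 0.00085 and 3.77e-07. Both shifts held under fry (adjusted p = 0.000434 and 0.00112). With the correlation estimated from the data, the shift in Tsc1 L-/- livers held (camera adjusted p = 0.0343) and that in the libraries labelled Cpt2 L-/- did not (camera adjusted p = 0.198), which was the alternative that moved this result most. With each replicate left out in turn, the medians stayed between 0.21 and 0.39 and between −0.31 and −0.23. In the libraries labelled Cpt2 L-/-, 23 of the 68 genes were higher than in control and 8 were lower in the edgeR test (26 and 8 adjusted over the list alone). This was 45.6% of the list, against 31% of the other tested genes (two-sided Fisher's exact test, p = 0.0121). Compared directly, the libraries labelled Cpt2 L-/- were above Tsc1 L-/- livers by a median of 0.57 (camera adjusted p = 8.86e-09), with 34 genes higher and 6 lower (36 and 7 adjusted over the list alone).

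**Figure D1:**
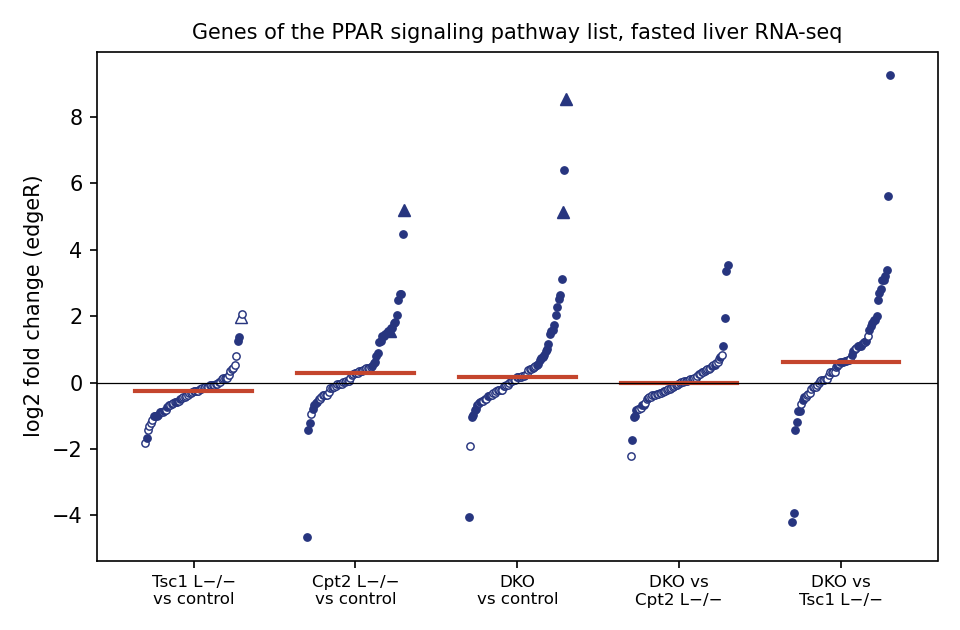
Log2 fold changes (y axis) of the 68 tested genes of the PPAR signaling pathway list in 5 comparisons (x axis), each sorted by value; filled symbols have an edgeR adjusted p-value under 0.05 and red lines are medians. Triangles are lower bounds of Fabp3 and Scd3, which had at most 3 counts in every control library, and Fabp3 is not drawn for Tsc1 L-/- against control. The medians are −0.25, 0.29, 0.18, −0.03 and 0.62 from left to right.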

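Between DKO livers and the libraries labelled Cpt2 L-/-, the median log2 fold change of the 68 PPAR pathway genes was −0.03, with 33 genes above 0 (camera adjusted p = 0.286). The sign of this median was not stable. With each replicate left out in turn, it lay between −0.11 without DKO replicate 4 and 0.022 without DKO replicate 1. It was 0.017 and 0.013 with limma on log2 FPKM at pseudocounts of 1 and 0.1. The median of all genes was then 0.036 and 0.055, and relative to it the list was at −0.019 and −0.042. In the edgeR test, 7 genes of the list were higher in DKO livers and 8 were lower, also when adjusted over the list alone (8 and 15 at an unadjusted p-value under 0.05). Their share of 22.1% was not above that of the other genes (18.3%; two-sided Fisher's exact test, p = 0.431). Plin5 (ENSMUSG00000011305) fell from 319 ± 27.5 CPM to 154 ± 20.2 CPM (SD, n = 4), a log2 fold change of −1.03 (standard error 0.20, edgeR adjusted p = 0.0025; 0.22 with the 8 other libraries of the series in the fit). With those libraries the log2 fold change was −1.05. They include Cpt2 Ppara KO replicate 1, which stood far from its group in Plin5 (291 CPM, against 34.4 to 70.0 CPM). Fabp3 (ENSMUSG00000028773) rose from 6.28 ± 1.72 CPM to 63.2 ± 45.5 CPM, a log2 fold change of 3.35 (standard error 0.52, edgeR adjusted p = 0.000968). A second list of 45 canonical hepatic Pparα targets, 20 of which are also in the pathway list, had a median of −0.14 (camera adjusted p = 0.00961). This shift was not held by fry (adjusted p = 0.218) or by camera with an estimated correlation (adjusted p = 0.618). Of the 45 genes, 6 were lower in DKO livers in the edgeR test and 0 were higher (8 and 0 at an unadjusted p-value under 0.05). The change of the pathway list with loss of Tsc1 was 0.27 higher on the Cpt2 L-/- background than on the control background (interaction term, camera adjusted p = 0.0103), which held under neither fry (adjusted p = 0.0559) nor an estimated correlation (camera adjusted p = 0.239). This difference was 0.104 without control replicate 2 (camera adjusted p = 0.0455) and 0.168 without Cpt2 L-/- replicate 3 (camera adjusted p = 0.00583).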

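Compared with control, the PPAR pathway genes had a median log2 fold change of 0.18 in DKO livers (camera adjusted p = 0.0441), with 39 of 68 above 0. The shift held under fry (adjusted p = 0.00398) and not with an estimated correlation (camera adjusted p = 0.465). It was 0.084 without control replicate 1, 0.054 without control replicate 3 and 0.052 without DKO replicate 4, with camera adjusted p-values of 0.0892, 0.0762 and 0.0653, and 0.118 without control replicate 4 (camera adjusted p = 0.0387). The median also did not pass the threshold with DESeq2 (0.15, camera adjusted p = 0.0691) or without the filter on low counts (0.080, camera adjusted p = 0.0672). In the edgeR test, 22 genes were higher than in control and 10 were lower (23 and 10 adjusted over the list alone). Between DKO and Tsc1 L-/- livers, a comparison without the libraries labelled Cpt2 L-/-, the median was 0.62 (camera adjusted p = 8.67e-08; fry adjusted p = 9.49e-06; camera with an estimated correlation, adjusted p = 0.0705). Here 31 genes were higher in DKO livers and 8 were lower (35 and 8 adjusted over the list alone). Ppara itself (ENSMUSG00000022383) was at 256 ± 29.5 CPM in control, 195 ± 46.7 CPM in Tsc1 L-/-, 319 ± 46.9 CPM in Cpt2 L-/- and 242 ± 47.6 CPM in DKO livers (SD, n = 4). Its log2 fold change was −0.40 between Tsc1 L-/- and control (edgeR adjusted p = 0.205), 0.29 between the libraries labelled Cpt2 L-/- and control (edgeR adjusted p = 0.223) and −0.38 between DKO and the libraries labelled Cpt2 L-/- (edgeR adjusted p = 0.139), none of which passed the threshold.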

DKO mice do not exhibit a suppression in Pparα, suggesting that the deletion of Tsc1 is not sufficient to suppress fasting-induced Pparα in Cpt2^L−/−^ liver, a physiological model of enhanced Pparα signaling.

**Figure 5:**
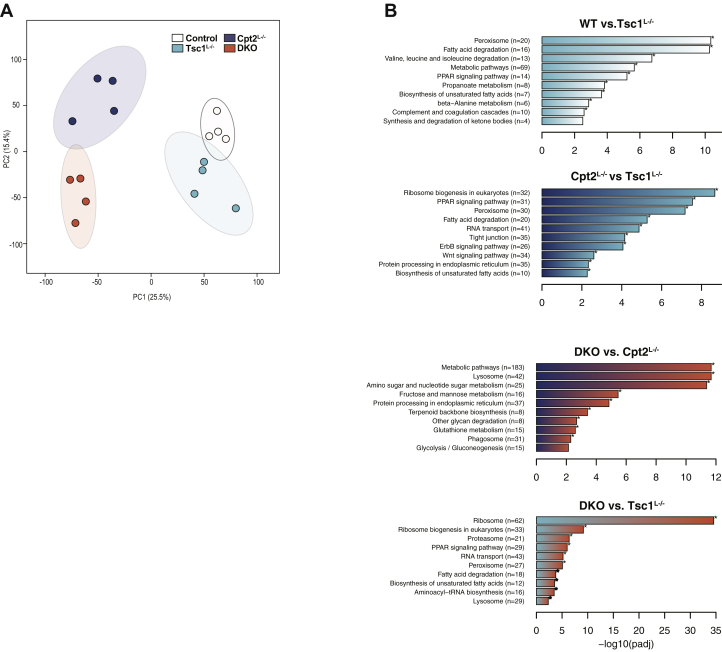
**RNAseq analysis reveals differential transcriptional regulation by activated mTorc1 and suppressed fatty acid oxidation.***A*, principal component analysis of liver RNASeq data (n = 4). *B*, pairwise Kyoto Encyclopedia of Genes and Genome analysis showed significantly altered pathways and processes in Cpt2- and/or Tsc1-deficient livers. Cpt2, carnitine palmitoyltransferase 2; mTorc1, mechanistic target of rapamycin complex 1; PC, principal component; Tsc1, tuberous sclerosis complex 1.

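The other pathways of the figure were read with gene lists made in the same way. Between Tsc1 L-/- and control livers, fatty acid degradation had a median log2 fold change of −0.53 (camera adjusted p = 1.31e-11), with 14 of 42 genes lower and 0 higher (22 and 2 adjusted over the list alone, and 24 and 2 at an unadjusted p-value under 0.05). The peroxisome list had a median of −0.24 (camera adjusted p = 7.68e-10), with 16 of 75 genes lower and 0 higher (21 and 3 adjusted over the list alone, 27 and 4 unadjusted). Degradation of valine, leucine and isoleucine had a median of −0.18 (camera adjusted p = 4.43e-07), with 11 of 44 genes lower and 0 higher (16 and 1 adjusted over the list alone, 18 and 1 unadjusted). For the synthesis and degradation of ketone bodies, the median was −0.73 over 9 genes (camera adjusted p = 0.00162), with 4 genes lower and 0 higher (5 and 1 both adjusted over the list alone and unadjusted). These 4 shifts held under fry and with an estimated correlation. The counts of genes in the 4 lists, in this order, fell from 14, 16, 11 and 4 to 5, 5, 4 and 0 with all 24 libraries of the series in the fit, to 7, 10, 6 and 2 in a fit of the Tsc1 L-/- and control libraries alone and to 3, 3, 2 and 0 with an absolute log2 fold change of at least 1 required. The count for fatty acid degradation was 9 without control replicate 3 and 9 without control replicate 4. The lists overlap, since 20 genes of fatty acid degradation and 12 of the peroxisome list are in the PPAR pathway list. The lysosome list went the other way between Tsc1 L-/- and control livers, with a median of 0.15 (camera adjusted p = 4.5e-09). Of its 105 genes, 23 were higher and 1 was lower (36 and 2 adjusted over the list alone). This rise held under fry (adjusted p = 0.00019) and with an estimated correlation (camera adjusted p = 0.0343).
Between DKO livers and the libraries labelled Cpt2 L-/-, lysosome genes had a median log2 fold change of 0.24 (camera adjusted p = 2.21e-08), with 41 of 105 genes higher and 4 lower (45 and 6 adjusted over the list alone). DKO livers were above Tsc1 L-/- livers in ribosomal protein genes by a median of 0.49 (camera adjusted p = 7.07e-11; 57 of 83 higher and 0 lower, with 66 and 0 adjusted over the list alone and 67 and 0 unadjusted). The count of 57 was 31 without DKO replicate 2, 7 with all 24 libraries in the fit and 2 with an absolute log2 fold change of at least 1 required. They were also above Tsc1 L-/- livers in ribosome biogenesis genes by 0.41 (camera adjusted p = 1.68e-08), in aminoacyl-tRNA synthetase genes by 0.40 (camera adjusted p = 1.11e-05) and in proteasome genes by 0.38 (camera adjusted p = 1.11e-05). These 5 shifts held under fry, and none held with an estimated correlation. From the PPAR pathway in these comparisons, which it reports as not suppressed in DKO livers, the paper proposes that deletion of Tsc1 does not suffice to suppress the fasting response of Pparα in Cpt2 L-/- livers. The paper also bases this on qPCR of known Pparα-dependent genes.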

We next validated the RNA-seq data by qPCR by selecting known Pparα-dependent genes. 

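In the RNA-seq libraries, 16 of the 21 genes that the paper measured by qPCR were higher in the libraries labelled Cpt2 L-/- than in control in the edgeR test and 0 were lower (16 and 1 adjusted over the list alone, and also at an unadjusted p-value under 0.05). The paper selected them as known Pparα-dependent genes to check the sequencing. It does not say whether the sequencing results guided the choice, so their count is not taken as independent evidence. Elovl7 (ENSMUSG00000021696), on chromosome 13 from 108214404 to 108287105, was at 0.730 ± 0.446 CPM in control and 18.1 ± 3.43 CPM in Cpt2 L-/- livers (SD, n = 4). Its log2 fold change was 4.63 (standard error 0.33, edgeR adjusted p = 1.25e-07). Fgf21 (ENSMUSG00000030827), on chromosome 7 from 45613907 to 45615490, was at 8.82 ± 3.38 CPM and 51.8 ± 14.2 CPM, a log2 fold change of 2.53 (standard error 0.69, edgeR adjusted p = 0.0139). Acot1 (ENSMUSG00000072949), on chromosome 12 from 84009502 to 84017670, was at 256 ± 74.2 CPM and 963 ± 161 CPM, a log2 fold change of 1.88 (standard error 0.57, edgeR adjusted p = 0.023). Acot1 lies beside its paralog Acot3, and the counting could have split reads between them. Every one of the 4 Cpt2 L-/- libraries was above every control library for these 3 genes. Chance parts 2.86% of genes in this way when both directions are counted. With all 24 libraries of the series in the fit, the edgeR adjusted p-values of Fgf21 and Acot1 were 0.0879 and 0.0714, and without control replicate 1 that of Acot1 was 0.0604. The log2 fold changes in the fit of 24 libraries were 2.53 and 1.89. That fit includes Cpt2 Ppara KO replicate 1, which stood far from its group in both genes. It was at 92.8 CPM for Fgf21, against 0.974 to 6.71 CPM, and 957 CPM for Acot1, against 60.1 to 106 CPM. Pdk4 rose by 4.97 on the log2 scale (edgeR adjusted p = 1.04e-05), and Fabp3, with at most 3 counts in each control library, was at least 37.1-fold higher.

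**Figure D2:**
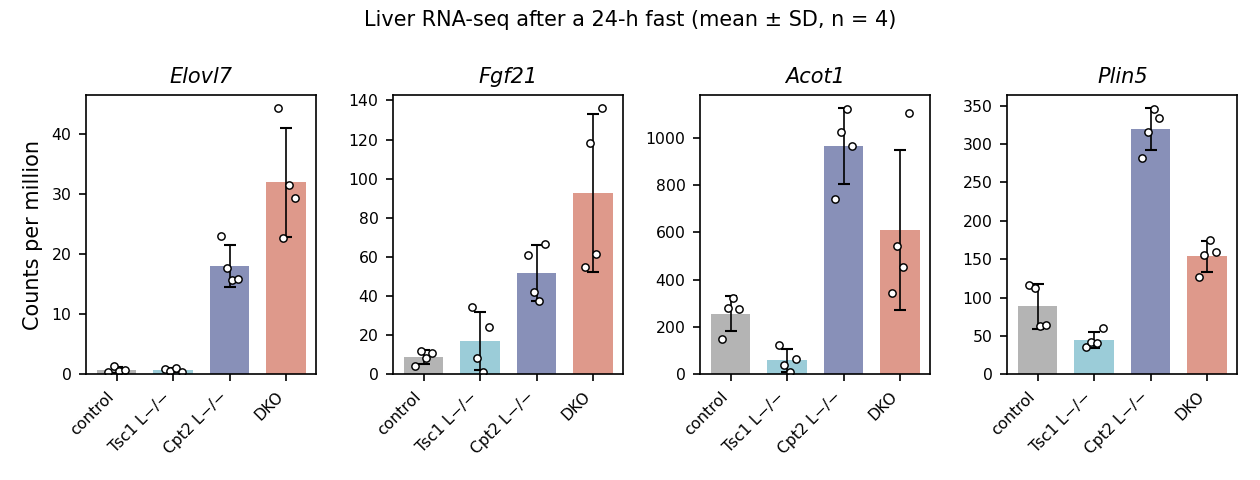
CPM (y axis, linear) of Elovl7, Fgf21, Acot1 and Plin5 in control, Tsc1 L-/-, Cpt2 L-/- and DKO livers (x axis). Bars are means, error bars are SD and points are the 4 libraries of each genotype; for all 4 genes the Cpt2 L-/- libraries lie above the control libraries.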

Consistent with the RNA-seq analysis, the loss of Cpt2 resulted in a robust induction of canonical Pparα target genes such as Elovl7, Fgf21, Acot1, and so forth. However, we could not demonstrate the suppression of these targets in Tsc1^L−/−^ mice. In addition, these Pparα-dependent genes could not be suppressed by the activation of mTorc1 in DKO livers as DKO livers exhibited a similar induction of these genes as Cpt2^L−/−^ livers (Fig. 6). There are several notable exceptions such as Plin5, which was suppressed in Tsc1^L−/−^ livers. These data show that the activation of mTorc1 by the deletion of Tsc1 is not sufficient to suppress the activation of Pparα transcriptional program even in mice with a physiologically elevated Pparα response.

**Figure 6:**
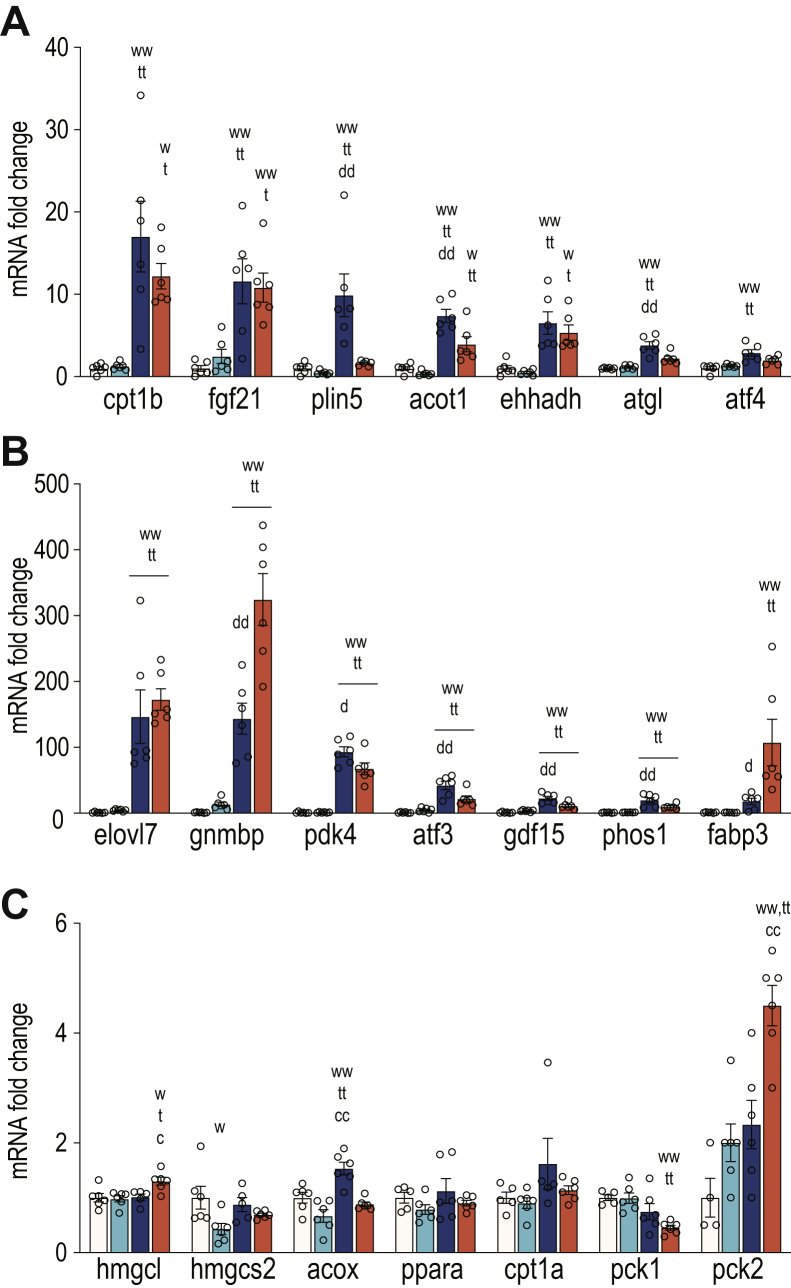
**Activating mTorc1 is not sufficient to suppress fasting-induced Pparα signaling.***A*, higher fold changes of selected Pparα target gene expression of 24-h-fasted liver (n = 6). *B*, mid-range fold changes of selected Pparα target gene expression of 24-h-fasted liver (n = 6). *C*, lower fold changes of selected Pparα target gene expression of 24-h-fasted liver (n = 6). One-way ANOVA followed by Tukey’s multiple comparison test was performed where appropriate to detect significance between genotypes. The *single letter* denotes *p* < 0.05, and *double letters* denotes *p* < 0.01. Letters w (for control), t (for Tsc1), c (for Cpt2), and d (for DKO) represent significance between the genotypes. Data are represented as the mean ± SEM. Cpt2, carnitine palmitoyltransferase 2; DKO, double-KO; mTorc1, mechanistic target of rapamycin complex 1; PPARα, peroxisome proliferator-activated receptor alpha; Tsc1, tuberous sclerosis complex 1.

## Discussion

The liver has a large dynamic range for fatty acid β-oxidation as it vacillates between the *de novo* synthesis of fatty acids during the carbohydrate-fed state and the oxidation of adipose-derived fatty acids during fasting or low-carbohydrate feeding. Fatty acid β-oxidation plays several important roles during fasting as it provides mitochondrial acetyl-CoA for ketogenesis and along with the abundant reducing equivalents (*e.g.*, NADH) the redirection of carbon skeletons toward gluconeogenesis (16). Given the important roles of hepatic fatty acid β-oxidation, we were surprised that mice with a loss of hepatic Cpt2 could maintain normal blood glucose but a loss of ketone body production after a 24-h fast (5, 11, 12). This is possible due to both cell autonomous and non–cell autonomous compensatory processes to remarkably maintain systemic homeostasis such as the upregulation of gluconeogenesis in the kidney (5, 17). Cpt2^L−/−^ livers sense and respond to a loss in fatty acid β-oxidation by inducing catabolic genes in the liver and peripheral tissues. This is done, at least in part, by inducing Pparα-responsive genes involved in the metabolic response to fasting and is shared with other models of impaired fatty acid oxidation (9, 10).

The robust procatabolic response of Cpt2^L−/−^ mice to fasting lies in stark contrast to Tsc1^L−/−^ mice that maintain an anabolic phenotype even after a 24-h fast because of the inability of these mice to suppress the mTorc1 complex (3). Tsc1^L−/−^ mice were reported to exhibit suppressed Pparα signaling during a 24-h fast, which resulted in a suppression in ketogenesis. 

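Among the 68 tested genes of the PPAR pathway list, 12 were lower and 2 were higher in Tsc1 L-/- than in control livers in the edgeR test (18 and 4 adjusted over the list alone). This was 20.6% of the list, against 6.57% of the other tested genes (two-sided Fisher's exact test, p = 0.000124). The count of 14 genes was sensitive to single libraries and to the test. It was 6 without control replicate 3, 7 without control replicate 2 and 8 without control replicate 4, and 22 with DESeq2's Wald test. It was 6 with all 24 libraries of the series in the fit, 7 in a fit of the Tsc1 L-/- and control libraries alone and 5 with an absolute log2 fold change of at least 1 required.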

Although we have also observed that Tsc1^L−/−^ mice have a small suppression in the Pparα transcriptional response after a pathway analysis of significantly changed genes in our RNA-seq data, we were unable to observe any defect in ketogenesis. Similarly, others have failed to observe a defect in ketogenesis after the deletion of Tsc1 in adult mice (18). The complete loss of Pparα results in suppressed fasting ketogenesis. However, Pparα KO mice still generate abundant ketone bodies in contrast to Cpt2^L−/−^ mice (12). Although the loss of Tsc1 can suppress a small subset of Pparα response genes, it is not sufficient to elicit a biologically meaningful effect on ketone body synthesis.

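Of the 45 canonical hepatic Pparα targets, 24 were lower in Tsc1 L-/- than in control livers in the edgeR test and 0 were higher (36 and 0 adjusted over the list alone; 37 and 0 at an unadjusted p-value under 0.05). The median log2 fold change of this list was −0.73 (camera adjusted p = 7.46e-29), which held under fry (adjusted p = 0.000155) and with an estimated correlation (camera adjusted p = 0.018). Of the 21 genes in Fig. 6, 4 were lower, Plin5 and Acot1 among them, and Pck2 was higher. Plin5 was at 88.8 ± 29.4 CPM in control and 44.6 ± 11.0 CPM in Tsc1 L-/- livers (SD, n = 4), a log2 fold change of −1.0 (edgeR adjusted p = 0.00689). Acot1 was at 59.7 ± 48.9 CPM in Tsc1 L-/- livers, a log2 fold change of −2.11 (standard error 0.58, edgeR adjusted p = 0.0456). The call for Acot1 was lost without any one of control replicates 2, 3 and 4 or Tsc1 L-/- replicates 2 and 4 (edgeR adjusted p = 0.0888 to 0.115). Neither Plin5 nor Acot1 passed the threshold with all 24 libraries of the series in the fit (edgeR adjusted p = 0.405 and 0.153) or in a fit of the Tsc1 L-/- and control libraries alone (edgeR adjusted p = 0.0659 and 0.158). Acot1 did not pass without the filter on low counts either (edgeR adjusted p = 0.0858).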

Sengupta *et al.* suggested that there is a significant interaction of mTorc1 and Pparα in an age-dependent suppression of ketogenesis (3). However, this is difficult to interpret, given that Tsc1^L−/−^ mice exhibit spontaneous hepatic tumors at 9 to 10 months, which could independently effect ketogenesis (2). A whole-body KO of the mTorc1 effector S6k1 results in increased energy expenditure (19) and S6k2 whole-body KO results in increased fasting-induced ketogenesis (20). Given the role of mTOR in other tissues such as adipocytes, it is unclear if this represents a role of mTOR specifically in hepatocytes. Some have reported that Tsc1^L−/−^ mice have an increase in Cpt1a, the rate-limiting step in mitochondrial fatty acid oxidation and therefore would be expected to increase rather than decrease ketogenesis (21). In addition, Tsc1^L−/−^ mice have been reported to exhibit an induction of Fgf21 *via* Pgc1α (22). Hepatic Fgf21 is a gene exquisitely Pparα sensitive (23, 24). This would be inconsistent with a suppressive role of mTorc1 in Pparα signaling although we were unable to observe an increase in hepatic Fgf21 in Tsc1^L−/−^ mice upon fasting.

Cpt2^L−/−^ and Tsc1^L−/−^ mice exhibit opposing liver phenotypes, highly catabolic and anabolic, respectively. While the mTOR pathway is often described as a master regulator of cellular metabolism, the genetic activation of the mTorc1 pathway by the deletion of Tsc1 did not reverse the robust catabolic phenotype of Cpt2^L−/−^ mice. 

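Across the 13641 genes of the liver RNA-seq, the log2 fold changes between the libraries labelled Cpt2 L-/- and control and those between DKO and Tsc1 L-/- livers, which share no library, had a Pearson correlation of 0.63 (Spearman 0.63). The effects of loss of Tsc1 on the 2 backgrounds, Tsc1 L-/- against control and DKO against Cpt2 L-/-, had a correlation of 0.36 (Spearman 0.34). These are correlations across genes, which are not independent replicates, and without the filter on low counts they were 0.29 and 0.13. Loss of Cpt2 changed 2424 genes on both backgrounds in the edgeR test, 2375 of them in the same direction. Loss of Tsc1 changed 394 genes on both backgrounds, 377 of them in the same direction. Between DKO livers and the libraries labelled Cpt2 L-/-, 2494 genes were differentially expressed (1484 higher and 1010 lower), and between DKO and Tsc1 L-/- livers 4392 were (2312 higher and 2080 lower). The count between DKO and the libraries labelled Cpt2 L-/- was 1428 without DKO replicate 2 and 1546 without Cpt2 L-/- replicate 3.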

In fact, DKO mice closely resemble the cellular, molecular, and metabolic phenotype of Cpt2^L−/−^ mice. That is, the loss of hepatic fatty acid oxidation largely drives the phenotype in fasting mice. This occurs in spite of mTorc1 playing an important role in regulating hepatic lipid metabolism. These results underscore the importance and predominance of hepatic fatty acid β-oxidation during fasting and starvation.

## Experimental procedures

### Animals

Control Cpt2 lox/lox and Cpt2^L−/−^ mice generated and maintained on a C57BL6 background were previously described (5). Mice were housed in ventilated racks with a 14-h/10-h light/dark cycle and fed a standard chow diet (2018SX, Teklad Global) with a room temperature of 21 °C, 50% humidity, and water provided *ad libitum*. To generate Tsc1;Cpt2 double liver-specific KO mice, we bred Tsc1 f/f mice backcrossed nine generations onto a C57BL6 background (JAX# 5680 (25)) to Cpt2 f/f mice. Albumin-Cre mice backcrossed nine generations onto a C57BL6 background were obtained from Jackson Laboratory (JAX# 3574). Control mice were Tsc1 f/f; Cpt2 f/f littermates. For fasting experiments, 9-week-old mice were food-deprived for 24 h (3 PM–3 PM). For fed studies, mice were food-deprived for 4 h (11 AM–3 PM). All procedures were performed in accordance with the NIH’s Guide for the Care and Use of Laboratory Animals and under the approval of the Johns Hopkins Medical School Animal Care and Use Committee.

### Quantitative real-time PCR

RNA was isolated from liver tissue using TRIzol reagent and was further purified using RNeasy Mini Kit (QIAGEN), as recommended by the manufacturer. The MultiScribe High-Capacity cDNA reverse transcription kit (Applied Biosystems) was used to synthesize cDNA from 1 μg/μl RNA input. Two nanograms per microliter cDNA was amplified with SsoAdvanced SYBR Green Master Mix (Bio-Rad) in the presence of selected primers. 18S and cycloA were used as housekeeping genes. Expression of genes were normalized to the average of 18S and cycloA. Data are expressed as 2ˆ^−(dCt)^. Primers were previously published (26).

### Western blot

Frozen liver tissue pieces homogenized in RIPA buffer (50 mM Tris HCl, pH 7.4, 150 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.25% deoxycholate) with PhosSTOP phosphatase inhibitor (Roche) and protease inhibitor cocktail (Roche). Homogenates were centrifuged at 4 °C for 10 min at 13,000*g*. Supernatants were transferred to a new tube, and total protein concentrations were quantified by the BCA assay (Thermo Scientific). Thirty microgram of lysate was separated by Tris-Glycine SDS-PAGE (10% and 12% polyacrylamide), followed by a transfer to PVDF membranes (immobilon). Membranes were block with 5% nonfat milk in Tris-buffered saline with Tween 20 for an hour and were incubated with primary antibodies at 1:1000 (primary antibodies: Cpt2, Thermo Pierce, PAS-122117; asparagine synthetase (Asns) Santa Cruz Biotechnology SC-365809, Tuberous Sclerosis 1 (Tsc1), Cell Signaling, #4906; mTOR substrate antibody sampler Kit, Cell signaling #9862; total S6 Ribosomal Protein (RPS6) Cell signaling, #2217, total eukaryotic translation initiation factor 4E-binding protein (4EBP-1), Cell signaling, #9452; Perilipin2 (Plin2), Sigma-Aldrich, HPA016607) overnight. Heat shock chaperone 70 (Hsc70, Santa Cruz, 7298) was used at 1:1000 as the loading control. Horse radish peroxidase (HRP)-conjugated anti-rabbit (GE Healthcare NA934V) or florescence-based (Cy3-conjugated anti-mouse or Cy5-conjugated anti-rabbit, Invitrogen) secondaries were used at 1:1000 where appropriate. Proteins were visualized with Amersham Prime enhanced chemiluminescent substrate (GE Healthcare) or epifluorescence on Alpha Innotech MultiImage III instrument.

### Histology

For liver histology, tissue was fixed in 10% neutral buffered formalin, embedded in paraffin, sectioned, and stained with hematoxylin and eosin or processed for trichrome staining (AML Laboratories Inc).

### Serum and tissue metabolites

Enzymatic and colorimetric assays were used to measure serum levels of βHB (Stanbio BHB LiquiColor Assay, EKF Diagnostics), nonesterified fatty acids, NEFA (NEFA-HR(2), Wako Diagnostics), and TG (TR0100, Sigma-Aldrich). Tissue TG levels were measured as reported previously (12). Lipid peroxidation in liver tissue was measured with Thiobarbituric Acid Reactive Substances assay (TBARS, Cayman Chemical) as directed by the manufacturer. Untargeted metabolomics from flash-frozen liver samples was performed by Metabolon Inc. Tissue 3-HB measured by LC-MS. Liver samples were homogenized in 80% methanol-water mixture, vortexed for 30 s, and centrifuged at 13,000*g* for 10 min at 4 °C. The supernatant was transferred to a new tube and placed into speed-vac overnight. The pellet was resuspended in 0.5 M sodium hydroxide overnight, and the supernatant was used to quantify the proteins for data normalization purposes. Dried samples were reconstituted in 200 μl water just before the LC-MS/MS run. Kinetex Core-shell C18 column (2.6 μm, 50 mm, 2.1 mm, Phenomenex) was used to acquire data. Mobile phases are A: water + 0.2% formic acid and B: can + 0.2% formic acid. Data were collected on Shimadzu Nexera UHPLC (Shimadzu), coupled to 4500 Triple quadruple (Ab Sciex) instrument. Total run time is 5 min, with a flow rate of 0.2 ml/min. The gradient is applied as follows; 0% B at 0 min, 5% B at 0 to 4 min, 0% B at 4.1 to 5 min. Injection volume is 2 μl. Retention time was observed at 1.64, mass spectroscopy method for βHB was set for detecting 102.9/58.8 (m/z). MultiQuant (Ab Sciex) was used to quantify the peaks against 6-point standard curve. Micromolar concentrations were normalized to the protein content.

### RNA seq

Total RNA was extracted from frozen liver tissue from 8- to 10-week-old, chow-fed, 24-h-fasted male control, Tsc1^L−/−^, Cpt2^L−/−^, and Tsc1Cpt2^L−/−^ mice using TRIzol reagent, further purified with RNeasy Mini Kit (QIAGEN) as directed by the manufacturer. RNA quality was assessed, and RNA samples were subjected to downstream analysis as described previously (12).

### Statistical analysis

Data were analyzed with Prism. Heatmap and PCA were generated by MetaboAnalyst (https://www.metaboanalyst.ca). Significance was determined using one-way ANOVA or two-way ANOVA with Tukey’s post hoc correction for multiple variable experiments.

## Data availability

RNA-seq data have been deposited in Gene Expression Omnibus GSE165701.

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

How the deposited data were processed for this re-analysis (not part of the article)

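RNA-seq of fasted livers was analyzed in 24 libraries, 4 from each of 6 groups. The 16 libraries of control, Tsc1 L-/-, Cpt2 L-/- and DKO mice are the ones the paper reports. The series also holds 4 libraries of Ppara KO and 4 of Cpt2 Ppara KO mice, which the paper does not describe. These 8 libraries entered the TMM factors behind the CPM values, the alternative fit of all 24 libraries and the closing observations, and not the fit of 16 libraries. Genotypes and replicate numbers were taken from the sample labels; the labels call the control libraries wild type.

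The authors deposited read counts per gene, as whole numbers without normalization, for 35275 genes with Ensembl identifiers and GRCm38 coordinates. They also deposited FPKM values, made from the same counts by dividing by gene length and by the total count of each library; recomputed values matched within rounding in all 24 libraries. The aligner, the counting tool and its strand setting are not named in the paper's text, which refers to an earlier study, so reads of paralogs, pseudogenes and overlapping genes could be split between them. Total counts per library ranged from 14470968 to 20371204. At this depth a gene with at most 3 counts in every library of a group was treated as at the floor, and its fold change is given only as a bound. Counting error is not the only error of these values, and replicate SDs are given beside them. No pair of libraries within a group was a duplicate in a check of count differences over 36 pairs.

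Counts were analyzed in R 4.3.3 with edgeR 4.0.16. Genes were filtered by filterByExpr with its minimum count of 10 and minimum total count of 15, normalization was by TMM, and the robust quasi-likelihood fit was tested with glmQLFTest. All 16 libraries of the paper entered one fit without covariates, and p-values were adjusted by the Benjamini-Hochberg method over 13641 genes, with a threshold of 0.05. Comparisons were Tsc1 L-/-, Cpt2 L-/- and DKO against control, DKO against Cpt2 L-/- and Tsc1 L-/-, Cpt2 L-/- against Tsc1 L-/-, and the interaction of the 2 deletions. Ppara KO was compared with control, and Cpt2 Ppara KO with Cpt2 L-/-, in fits of 8 libraries each. CPM are the values of edgeR's cpm function after TMM normalization over the 24 libraries, and log2 CPM for principal components used a prior count of 2. The shares of variance were tested by exact permutation of one status within the other.

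Gene lists for the pathways named in Fig. 5B, and the list of canonical hepatic Pparα targets, were written by hand from general knowledge and can differ from the database release the authors used. Of the 64 genes of the aminoacyl-tRNA list, 37 were found in the count table. Ribosomal protein genes were chosen by symbol. The lists were tested with camera in limma 3.58.1 at an inter-gene correlation of 0.01, adjusted over 10 lists, beside camera with an estimated correlation and fry, and by two-sided Fisher's exact tests of differentially expressed genes. Lists of Pparα-dependent genes were taken from the 2 comparisons with Ppara KO libraries, as genes with an adjusted p-value under 0.05 and a log2 fold change under −1.

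The genes named in the text are those the paper names as transcripts or proteins it measured, the 2 genes with the largest rise and the 2 with the largest fall in 3 comparisons, among those with an adjusted p-value under 0.05, without overlap between groups and with a mean of at least 1 CPM, and genes for sex and strain checks. Some of them are not reported here. Cd1d2, Cd1d1, Rps3a3 and Gm6472 are outside this rule and were chosen after their values were seen.

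The scripts were tested on simulated data, drawn from the means and library sizes of the real libraries with known fold changes. The edgeR test recovered 162 of 198 changed genes (81.8%), all with the right sign, and called 13 unchanged genes (7.14% of its 182 calls) among 13431 tested. The other 7 calls were among 79 genes made with a small log2 fold change of 0.4. DESeq2 recovered 172 and called 24 unchanged genes, and limma on FPKM recovered 161 and called 13.

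Alternatives were the RLE size factors in edgeR, no filter, DESeq2 1.42.0, a fit of all 24 libraries, fits of 2 groups, the replicate number as a block, limma on log2 FPKM with pseudocounts of 1 and 0.1, an added threshold on the absolute log2 fold change of 1, each replicate left out in turn, other scalings for the principal components, other tests and lists for the pathway, and a threshold of −2 for the Pparα-dependent lists. Figures were drawn with matplotlib 3.10.9. The qPCR, protein and metabolite measurements of the paper have no data in the series and were left out.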

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

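Of the tests in this part, those on the loss of Cpt2, on the label of Cpt2 Ppara KO replicate 1 and on the ribosomal protein genes between colonies were chosen after the results were seen, as were the splits for the interaction, the count of libraries by size and the genes Cd1d2, Cd1d1, Rps3a3 and Gm6472.

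In 247 groups of 4 libraries, over the genes named in the text or chosen by the rule for naming genes, the total counts and the PPAR list, one library stood far from the other 3 in 19, where chance gives about 12. Of these, 8 were Cpt2 Ppara KO replicate 1. Among the other 11 were the total count of Ppara KO replicate 1 (20371204, against 15021749 to 15788467 in the other 3), Ppara (171 CPM, against 257 to 272), Ddx3y (63.1 CPM, against 73.4 to 74.9) and Eif2s3y (62.2 CPM, against 48.6 to 50.5) in DKO replicate 2, Pnpla2 (566 CPM, against 316 to 333) and Atf3 (59.4 CPM, against 10.8 to 18.7) in DKO replicate 4, Cpt1a in Cpt2 L-/- replicate 1 (1250 CPM, against 1720 to 1810), Cyp2c39 in Tsc1 L-/- replicate 1 (62.3 CPM, against 1.70 to 3.87), and Fam107a in Tsc1 L-/- replicate 2 (116 CPM, against 3.09 to 8.16) and Cpt2 L-/- replicate 2 (1.01 CPM, against 0.374 to 0.473). These 11 are not more than chance gives. Of the 8 libraries marked for at least one gene, 4 were the largest or the smallest of their group (exact binomial test, two-sided, p = 1), so an effect of library size cannot be told apart from chance with so few libraries. No biological explanation was tested for these 11.

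Cpt2 Ppara KO replicate 1 stood above the other 3 libraries of its group in Cpt2 (126 CPM, against 31.7 to 39.1), Fgf21 (92.8 CPM, against 0.974 to 6.71), Plin5 (291 CPM, against 34.4 to 70.0), Acot1 (957 CPM, against 60.1 to 106), Acot3 (15.1 CPM, against 1.95 to 3.12), Ehhadh (3620 CPM, against 132 to 170), Fabp3 (3.55 CPM, against 0 to 0.326) and Gm6472 (3.04 CPM, against 1.18 to 1.44). It also had the highest Ppara count of its group, 91.9 CPM, against 26.2 to 46.2 CPM. A swap with a Cpt2 L-/- library is argued against by this value, which lies under the lowest Cpt2 L-/- library (273 CPM). A mixture with Cpt2 L-/- RNA stays open. The share of such RNA, estimated gene by gene over 577 genes, had a median of 0.383, with quartiles of 0.0018 and 0.776. It was 0.192 from Ppara, 0.895 from Plin5, 0.993 from Acot1, 1.59 from Cpt2 and 1.84 from Fgf21, and values over 1 are not what one mixing share would give, but the spread is too wide to decide. A biological difference of this mouse, such as a less complete loss of Ppara, stays open and was not tested. Without this replicate, the number of differentially expressed genes between Cpt2 Ppara KO and Cpt2 L-/- livers stayed within 1.5 times of that with it.

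The response to loss of Tsc1 differed with Cpt2 status. In the interaction term, 324 genes passed the threshold (149 higher and 175 lower). There were 207 and 206 without control replicates 2 and 4, 211 and 199 without Cpt2 L-/- replicates 3 and 4 and 150 without DKO replicate 2. The PPAR pathway list had a median of 0.27 (0.104 without control replicate 2 and 0.168 without Cpt2 L-/- replicate 3) and the ribosomal protein list a median of 0.50. Among the genes used here from the paper and the sex and strain checks, Tsc1 (−0.87, edgeR adjusted p = 0.0168) and Nnt (0.78, edgeR adjusted p = 0.017) passed, and of the genes with the largest changes Cyp2c39 did (9.15, edgeR adjusted p = 0.00712), as did Hist1h2bq, Hist1h2al and 4933422H20Rik, for which no fold is given because they had at most 3 counts in every library of a group. Of the genes of the last paragraph of this part, Cd1d2 (6.34), Rps3a3 (6.53) and Gm6472 (5.73) passed too. Cyp2c39 was at 304 ± 145 CPM in control, 17.9 ± 29.6 CPM in Tsc1 L-/-, 2.51 ± 0.979 CPM in Cpt2 L-/- and 83.1 ± 19.4 CPM in DKO livers (SD, n = 4). Genes of the Cyp2c family are similar in sequence, so its reads could be shared with them. For other splits of the 16 libraries, the effects of the 2 deletions were first removed from log2 CPM in an additive fit, since whole libraries moved between genotypes would carry those effects into the interaction, and what remained was shuffled between libraries. In limma on these values, 316 genes passed, the PPAR list had a median of 0.356 and the ribosomal protein list a median of 0.508. Of 100 drawn splits, the real one included, 1 gave as many genes, 1 as large a median of the PPAR list and 4 as large a median of the ribosomal protein list. Such a test is approximate, and 4 of 100 is close to the limit of 5. The interaction rests on the libraries labelled Cpt2 L-/-, whose difference from the other 12 libraries is described in the last paragraph of this part, and the effect of that difference and of the genotypes cannot be told apart. A strain difference in one colony would be expected to place the 324 genes next to each other. Of them, 133 had another within 1 Mb, against a mean of 126 for random genes of the same expression (permutation test with 10000 draws, one-sided, p = 0.29), which leaves that explanation open, since a few differing segments would not show. A biological dependence of the response to mTorc1 on Cpt2 stays open too.

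For the ribosomal protein genes, gene length as the whole cause is argued against by lists matched on length and expression, of which the largest median was 0.35 against the observed 0.50 (0 of 10000 as large). A difference between colonies or library batches stays open. The median of the list was −0.17 between Tsc1 L-/- and control livers, a comparison that does not use the libraries labelled Cpt2 L-/-. Only 4 of 10000 matched lists were as far from 0 there, but 6 of 35 splits of the 8 libraries gave a median as large, so this value does not decide.

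The comparisons with the libraries that the paper does not report gave 3559 differentially expressed genes between Ppara KO and control (1915 higher and 1644 lower) and 1679 between Cpt2 Ppara KO and Cpt2 L-/- (890 higher and 789 lower). For each, 1 of 35 splits of the 8 libraries, the real one, gave as many. The loss of Ppara, the biological explanation that the design names, stays open, and Ppara was at 27.4 ± 16.8 CPM in Ppara KO and 51.4 ± 28.3 CPM in Cpt2 Ppara KO livers (SD, n = 4). Ppara KO and control mice also differed in the genes of the next paragraph, so part of the first count cannot be told apart from a difference between colonies. Leaving out control replicate 4 gave 2321 genes for the first comparison. For the second, leaving out Cpt2 L-/- replicates 1 to 4 gave 836, 951, 625 and 638 genes, and leaving out Cpt2 Ppara KO replicates 2 and 4 gave 682 and 2541.

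In 5 genes, every control and Tsc1 L-/- library was at least 8 times above every Cpt2 L-/- library. They are Cd1d2, on chromosome 3, Rps3a3, Hist1h2bq and Hist1h2al, on chromosome 13, and Gm6472, on the X chromosome. Hist1h2al was at 23.2 ± 12.0 CPM in control livers and at least 132-fold lower in the libraries labelled Cpt2 L-/-, and Hist1h2bq was at least 38.5-fold lower. Loss of Cpt2 is argued against as their cause, since all 5 were also at least 8 times above every Cpt2 L-/- library in every DKO library. The same gap of 8 times was seen against every Ppara KO and every Cpt2 Ppara KO library in 4 of the 5. Gm6472 was also low there, at 0.275 to 1.13 CPM in Ppara KO and 1.18 to 3.04 CPM in Cpt2 Ppara KO libraries, against 0.455 to 0.887 CPM in the libraries labelled Cpt2 L-/- and 8.48 to 24.0 CPM in control and Tsc1 L-/- libraries. Nnt, a gene for strain checks, was lower in the same 3 groups, at 136 ± 13.1 CPM in Cpt2 L-/-, 30.7 ± 13.5 CPM in Ppara KO and 59.9 ± 12.7 CPM in Cpt2 Ppara KO against 203 ± 15.9 CPM in control livers (SD, n = 4). A shared origin of the libraries labelled Cpt2 L-/- and the Ppara KO and Cpt2 Ppara KO libraries, in a colony or a library batch apart from that of the control, Tsc1 L-/- and DKO mice, may account for this and could not be tested, because the labels give neither. Histone genes, pseudogenes and paralogs can take reads of related genes. The reads missing from Cd1d2 (35.1 CPM) were not found on its paralog Cd1d1, which changed by −25.4 CPM (standard error 35.6), an error too wide to decide. A strain variant in one colony stays open, also for Nnt. Of 53 genes that set the libraries labelled Cpt2 L-/- apart from the other 12 libraries, 4 had another within 1 Mb, against a mean of 4.47 for random genes (permutation test with 10000 draws, one-sided, p = 0.657), and 1 of them lay among the 266 tested genes within 20 Mb of Tsc1 (two-sided Fisher's exact test, p = 1), and such small counts decide nothing. Comparisons of the libraries labelled Cpt2 L-/- with the other genotypes carry this difference. Tsc1 L-/- against control and DKO against Tsc1 L-/- do not use these libraries. In the other direction, 8 genes were more than 8 times higher in every Cpt2 L-/- library than in every control and Tsc1 L-/- library. In 4 of these 8, every DKO library was also more than 8 times above every control and Tsc1 L-/- library, so loss of Cpt2 stays open for them.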

How the results depend on the processing

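The alternatives were set before the data were examined. Of 315 values under an alternative, for the counts, lists, shares and correlations that answer a comparison, 256 kept their direction and side of the threshold or stayed within their limit; the others follow. Where no reason is given, the cause was not tested.

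With all 24 libraries in the fit, the number of differentially expressed genes was 400 for Tsc1 L-/- against control, 2798 for Cpt2 L-/- against control, 1065 for DKO against Cpt2 L-/-, 65 for the interaction and 3239 for Cpt2 Ppara KO against Cpt2 L-/-; PPAR pathway genes were 6, 21 and 7 for Tsc1 L-/- against control, DKO against control and DKO against Cpt2 L-/-. Fits of 2 groups, with fewer libraries to estimate the spread, gave 466 genes and 7 PPAR pathway genes for Tsc1 L-/- against control. DESeq2 gave 752 genes for the interaction, 2847 for Cpt2 Ppara KO against Cpt2 L-/- and 22 PPAR pathway genes for Tsc1 L-/- against control. The added threshold on the fold change, which can only remove genes, gave 368, 1457 and 1920 for Tsc1 L-/-, Cpt2 L-/- and DKO against control, 700 for DKO against Cpt2 L-/-, 1543 for DKO against Tsc1 L-/-, 1845 for Cpt2 L-/- against Tsc1 L-/-, 188 for the interaction, 1800 for Ppara KO against control and 965 for Cpt2 Ppara KO against Cpt2 L-/-. PPAR pathway genes were then 5, 16, 7 and 23 for Tsc1 L-/- against control, DKO against control, DKO against Cpt2 L-/- and Cpt2 L-/- against Tsc1 L-/-. Limma on log2 FPKM with a pseudocount of 0.1 gave 195 genes for the interaction.

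FPKM, without TMM normalization, also moved the direction of calls. The share of higher genes was 73.8% for Tsc1 L-/- against control (62.7% with TMM), 65.9% for Cpt2 L-/- against control (52.2%), 72.2% for DKO against control (53.1%), 73.3% for DKO against Cpt2 L-/- (59.5%) and 66.0% for DKO against Tsc1 L-/- (52.6%) at a pseudocount of 1. The median log2 fold change of all genes between DKO and control was 0.12 and 0.17 at pseudocounts of 1 and 0.1. The PPAR list median there, 0.26 and 0.28 (camera adjusted p = 0.223 and 0.213), lies 0.145 and 0.109 above these.

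The PPAR list in DKO against control was no longer past the threshold without the filter (0.080), with DESeq2 (0.15) or with an estimated correlation (0.18). In DKO against Cpt2 L-/-, its median was reversed to 0.017 and 0.013 with FPKM, which is −0.019 and −0.042 relative to all genes, and to 0.022 without DKO replicate 1, and −0.14 for the canonical targets passed the threshold. With an estimated correlation, these medians no longer passed: 0.29 for Cpt2 L-/- against control, 0.62 for DKO against Tsc1 L-/-, 0.57 for Cpt2 L-/- against Tsc1 L-/- and 0.27 for the interaction (also with fry), lysosome 0.24 for DKO against Cpt2 L-/-, ribosome 0.49 for DKO against Tsc1 L-/- and 0.50 for the interaction. The same held for the Pparα-dependent lists from Ppara KO livers (0.088 for DKO against Cpt2 L-/-, −0.45 for Cpt2 L-/- against Tsc1 L-/-, −0.28 for DKO against Tsc1 L-/-) and from Cpt2 Ppara KO livers (−0.21 for Tsc1 L-/- against control, 0.40 for DKO against control). At a threshold of −2, the list from Ppara KO livers had medians of 0.0072 for DKO against Cpt2 L-/-, −0.34 for Cpt2 L-/- against Tsc1 L-/- and −0.13 for DKO against Tsc1 L-/-, none past the threshold. The first component held 29.2% with genes scaled to unit variance, 29.2% without the filter, 47.7% with the 500 most variable genes and 43.4% with FPKM; the second held 14.1% without the filter. The correlation of the Cpt2 effects was 0.29 without the filter and 0.69 with FPKM, and that of the Tsc1 effects 0.13 without the filter.

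Across fits that each left out one replicate, counts ranged from 583 to 967 for Tsc1 L-/- against control, from 1428 to 2498 for DKO against Cpt2 L-/-, from 150 to 403 for the interaction, from 2321 to 4177 for Ppara KO against control and from 625 to 2541 for Cpt2 Ppara KO against Cpt2 L-/-. The PPAR list ranged from 0.052 to 0.20 for DKO against control, from −0.11 to 0.022 for DKO against Cpt2 L-/- and from 0.10 to 0.36 for the interaction, and its genes from 6 to 17 for Tsc1 L-/- against control. The list from Ppara KO livers ranged from 0.028 to 0.14 for DKO against Cpt2 L-/-, and passed the threshold in each of these fits but that without Cpt2 L-/- replicate 1 (0.047). The lowest interaction count, 150, was without DKO replicate 2.

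For 33 comparisons of single genes, 18 values under alternatives lost the threshold, 3 gained it and 0 changed sign, and the others were as before; with one replicate left out, 242 values were as before and 22 lost the threshold. The 3 gains were Asns in DKO against Cpt2 L-/-.

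The groups share replicate numbers, but these do not pair the libraries: correlations of same-number libraries after removal of group means averaged −0.013 over 24 pairs (−0.26 to 0.17, 6 over 0.1). With the replicate number as a block, genes numbered 808 for Tsc1 L-/-, 4033 for Cpt2 L-/- and 4781 for DKO against control, 2333 for DKO against Cpt2 L-/-, 4180 for DKO against Tsc1 L-/-, 4820 for Cpt2 L-/- against Tsc1 L-/- and 270 for the interaction. Of the single genes, only Cpt2 and Acot1 in Tsc1 L-/- against control lost the threshold under the block (edgeR adjusted p = 0.0505 and 0.0875). Depth limits the genes with at most 3 counts in every library of a group, for which only bounds are given.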

Differences from the paper's values

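The paper's text gives no RNA-seq values, so its figure was read by eye for the number of altered genes per pathway and the shares of the components. Of 20 values read, 3 differed by more than 1.5 times. For the peroxisome in Cpt2 L-/- against Tsc1 L-/- livers, the paper's count is about 30 in Fig. 5B, read by eye, against 47 here. Among the alternatives set before the data were examined, no filter (44), all 24 libraries (33), the replicate block (44), both FPKM pseudocounts (44 each), the fit of 2 groups (40), the fits without Tsc1 L-/- replicates 2 and 3 (45 and 39) and those without Cpt2 L-/- replicates 1 to 4 (42, 44, 43 and 41) fall within 1.5 times of it. The RLE factors (47), DESeq2 (48), the fold-change threshold (17) and the fit without Tsc1 L-/- replicate 1 (46) do not, nor does the fit without Tsc1 L-/- replicate 4 (48).

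For the peroxisome in DKO against Tsc1 L-/- livers, the paper's count is about 27 in Fig. 5B, read by eye, against 44 here. All 24 libraries (34), both FPKM pseudocounts (39 each), the fit of 2 groups (36), the fit without Tsc1 L-/- replicate 3 (38) and those without DKO replicates 1 to 4 (40, 35, 39 and 32) fall within 1.5 times. The RLE factors (45), no filter (41), DESeq2 (45), the replicate block (42), the fold-change threshold (13) and the fits without Tsc1 L-/- replicates 1, 2 and 4 (44, 41 and 41) do not.

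For the lysosome in DKO against Tsc1 L-/- livers, the paper's count is about 29 in Fig. 5B, read by eye, against 46 here. No filter (42), all 24 libraries (31), the fit of 2 groups (39), the fits without Tsc1 L-/- replicates 2 and 3 (41 and 36) and those without DKO replicates 1 to 4 (42, 40, 40 and 39) fall within 1.5 times. The RLE factors (45), DESeq2 (50), the replicate block (46), both FPKM pseudocounts (47 each), the fold-change threshold (10) and the fits without Tsc1 L-/- replicates 1 and 4 (48 and 44) do not. The gene lists used here were not those of the authors.

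The paper reports that its qPCR could not show suppression of targets of Pparα in Tsc1 L-/- livers, with exceptions such as Plin5. In the RNA-seq libraries, Acot1 (−2.11, edgeR adjusted p = 0.0456) was lower in Tsc1 L-/- than in control livers as well.

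Fig. 6 marks Acot1, Pdk4, Atf3, Gdf15, Phospho1 and Pnpla2 as lower in DKO than in Cpt2 L-/- livers. None of these passed the threshold here, and Acot1 did not under any of the alternatives, which were not run for the other 5 genes. The marks of Fig. 6 rest on p-values per gene, and those here are adjusted over 13641 genes. The missing calls therefore do not contradict the marks. The log2 fold change was −0.64 for Acot1 (edgeR adjusted p = 0.454), 0.39 for Pdk4 (0.563), −0.36 for Atf3 (0.716), −0.35 for Gdf15 (0.641), 0.17 for Phospho1 (0.789) and −0.19 for Pnpla2 (0.608). DKO replicate 4 stood far from its group in Pnpla2 (566 CPM, against 316 to 333) and Atf3 (59.4 CPM, against 10.8 to 18.7). In both genes the other DKO libraries lay under every Cpt2 L-/- library (at least 403.7 and 22.75 CPM). Without DKO replicate 4, the log2 fold change of Acot1 was −1.10, also not past the threshold. In Pdk4, Gdf15 and Phospho1, the other DKO libraries overlapped the Cpt2 L-/- libraries. Elovl7, which Fig. 6 does not mark as lower in DKO livers, was higher in DKO than in Cpt2 L-/- livers here (0.84, edgeR adjusted p = 0.0283). That call was lost without any one of Cpt2 L-/- replicates 2 to 4 or DKO replicates 1 and 3 (edgeR adjusted p = 0.0548 to 0.106), and with all 24 libraries in the fit (edgeR adjusted p = 0.34).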

Other observations

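The test of the Cpt2 label in this part was chosen after the Cpt2 counts were seen, and 2 of the 6 tests of Pparα-dependent lists after the other 4 were seen.

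The paper reports that Cpt2 protein was lost in Cpt2 L-/- and DKO livers, while Cpt2 counts were not lower in the libraries labelled Cpt2 L-/- than in control. Libraries without the deletion under a wrong label are argued against by the correlation of 0.63, across genes, between the changes in the libraries labelled Cpt2 L-/- and those between DKO and Tsc1 L-/- livers, which share no library. Counts per gene cannot show which exons were read, so the deletion itself was not tested in these libraries. Cpt2 was higher in Tsc1 L-/- than in control livers (log2 fold change 0.51, edgeR adjusted p = 0.0374), a call that was lost in 6 of the 8 fits that left out one replicate (edgeR adjusted p = 0.0662 to 0.12).

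For each comparison of 4 against 4 libraries, the same test was run on all 35 splits of the 8 libraries. For the number of differentially expressed genes in Tsc1 L-/-, Cpt2 L-/- and DKO against control, DKO against Cpt2 L-/- and Tsc1 L-/-, and Cpt2 L-/- against Tsc1 L-/-, 1 of 35 splits, the real one, gave as many. The same was true for the number of PPAR pathway genes in these 6 comparisons. It was also true for the size of the median of the PPAR list in DKO against Tsc1 L-/- and Cpt2 L-/- against Tsc1 L-/-, of fatty acid degradation and the peroxisome in Tsc1 L-/- against control, of the lysosome in DKO against Cpt2 L-/- and of the ribosome in DKO against Tsc1 L-/-. The median of the PPAR list was reached by 2 of 35 splits for Tsc1 L-/- against control, 2 of 35 for Cpt2 L-/- against control, 3 of 35 for DKO against control and 22 of 35 for DKO against Cpt2 L-/-, so for these 4 medians an arrangement of the libraries by chance is not excluded.

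The series allows lists of Pparα-dependent genes measured in livers. The first holds 414 genes lower in Cpt2 Ppara KO than in Cpt2 L-/- livers, and the second 920 genes lower in Ppara KO than in control livers, with 138 in both. Each was read only in comparisons that use neither of its own groups. The first list had a median log2 fold change of −0.21 between Tsc1 L-/- and control (camera adjusted p = 2.11e-06; 59 lower and 13 higher in edgeR; 2 of 35 splits as large), with −0.13 without Cpt2 Ppara KO replicate 4. Between DKO and Tsc1 L-/- livers its median was 0.64 (camera adjusted p = 1.26e-21; 219 higher and 12 lower; 1 of 35 splits). The second list had a median of 0.09 between DKO and Cpt2 L-/- livers (camera adjusted p = 0.0121; 526 of 920 genes above 0; 11 of 35 splits), with 0.047 without Cpt2 L-/- replicate 1, where it did not pass, and from 0.028 without control replicate 1 to 0.14 without Cpt2 L-/- replicate 2. Between Cpt2 L-/- and Tsc1 L-/- livers its median was −0.45 (camera adjusted p = 6.03e-06; 383 lower and 154 higher; 1 of 35 splits). The second list was made from Ppara KO and control livers, which also differ in the genes near 0 in the libraries labelled Cpt2 L-/- and Ppara KO libraries, so the part of this fall that comes from that difference cannot be told apart. The p-values are adjusted over these 4 tests, which all held under fry, and with an estimated correlation only the first list between DKO and Tsc1 L-/- livers held (camera adjusted p = 0.0342). In the 2 tests added later, the second list had a median of −0.28 between DKO and Tsc1 L-/- livers, a comparison that does not use the libraries labelled Cpt2 L-/- (camera adjusted p = 0.0024; fry adjusted p = 0.00871; 292 lower and 144 higher; 1 of 35 splits), so a fall of its genes was also seen without those libraries. This did not pass with an estimated correlation (camera adjusted p = 0.213) or with the list threshold of −2 (median −0.13, camera adjusted p = 0.726). The first list had a median of 0.40 between DKO and control livers (camera adjusted p = 1.2e-09; fry adjusted p = 9.57e-05; 173 higher and 31 lower; 1 of 35 splits), which did not pass with an estimated correlation (camera adjusted p = 0.134), and was 0.26 without Cpt2 Ppara KO replicate 4. These p-values are adjusted over the 2 tests.

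The paper describes Western blots of other proteins from fasted livers. In the RNA-seq libraries, Asns was at 4.81 ± 2.95 CPM in control, 50.4 ± 43.1 CPM in Tsc1 L-/-, 7.40 ± 2.36 CPM in Cpt2 L-/- and 25.1 ± 7.00 CPM in DKO livers (SD, n = 4). Its log2 fold change was 3.40 in Tsc1 L-/- against control (edgeR adjusted p = 0.0122), 0.61 in Cpt2 L-/- against control (edgeR adjusted p = 0.549) and 1.78 in DKO against Cpt2 L-/- (edgeR adjusted p = 0.0784). Plin2 changed by −0.58 in Tsc1 L-/- against control (edgeR adjusted p = 0.18), 2.68 in Cpt2 L-/- against control (edgeR adjusted p = 1.33e-06) and −0.16 in DKO against Cpt2 L-/- (edgeR adjusted p = 0.683). The paper discusses reports on Fgf21 and Cpt1a in Tsc1 L-/- livers. Here Fgf21 was at 17.0 ± 15.0 CPM in Tsc1 L-/- livers, a log2 fold change of 0.95 against control (edgeR adjusted p = 0.47), and Cpt1a at 944 ± 207 CPM against 1261 ± 238 CPM in control, a log2 fold change of −0.42 (edgeR adjusted p = 0.187).

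Xist was under 1 CPM in all 16 libraries and Ddx3y between 59.9 and 92.0 CPM, as in males. Nnt was at 203 ± 15.9 CPM in control, 184 ± 28.3 CPM in Tsc1 L-/-, 136 ± 13.1 CPM in Cpt2 L-/- and 208 ± 5.85 CPM in DKO livers (SD, n = 4). It was at 30.7 ± 13.5 CPM in Ppara KO and 59.9 ± 12.7 CPM in Cpt2 Ppara KO livers.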
